A study of Homo sapiens with 10 samples. Its data were reported in "Mapping the Human miRNA Interactome by CLASH Reveals Frequent Noncanonical Binding" (2013).

How the data were processed

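Total RNA from 10 samples labelled as 5 miR-92a inhibitor and 5 control inhibitor replicates was made into biotin-labelled sense-strand cDNA and hybridised by a service provider to exon arrays of Affymetrix, type Human Exon 1.0 ST. Each sample was read on a single array with a single colour, and no samples were pooled. The deposited values are log2 RMA signals per exon probe set: the authors' provider corrected the background, normalised between arrays and summarised probes, and the submitters' processing notes name RMA and the genome build hg18. The version of the RMA software is not given in the sources used here. The deposited log2 values ranged from 2.06 to 14.8 and the array medians from 8.59 to 8.70, so they were not normalised again. Correlations of 2 arrays of the same group lay between 0.981 and 0.989, and no 2 arrays held the same values.

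Of 287329 probe sets, 261273 were assigned to 1 gene, 9155 to several and 16901 to none by the platform annotation, and no gene was named from a probe set with several. Symbols were brought up to date through the RefSeq gene table of GRCh38.p14: 14546 were current, 2301 were updated and 94 were kept as they stood. No coordinates were taken from that assembly. List members without a probe set of their own were not analysed here. Probe sets above the median of their array on at least 4 arrays were kept (147899, of which 136812 had 1 gene), in place of a filter on detection p-values, which were not used here. Log2 values of the kept probe sets were averaged per gene, which gave 14153 genes with a median of 7 probe sets, 1795 of them with 1.

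Genes were compared between groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate, 8 residual degrees of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05. The study's methods average log2 signals per transcript, not per gene as here, subtract the mean of the controls, and name no test of single transcripts. Lists of genes were tested with limma's camera at its preset correlation of 0.01, with an estimated correlation beside it, and adjusted over 27 lists. The lists covered established miR-92a family targets, the miRNA pathway and host genes, stress, immune and signalling genes, metabolism, the cell cycle and apoptosis, adhesion and membrane traffic, HOX and housekeeping genes, and markers of HEK293 and of other cell types. They were written from general knowledge. For each list the count of changed members is also given after adjustment over the list alone. The established targets were also tested by an exact permutation of the 10 arrays over all 252 splits.

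The groups, the test, the filter, the lists and the rule for naming genes were fixed before the data were examined. The rule takes the 12 largest rises and the 12 largest falls among genes that passed, members of each list with the smallest p, and MIR17HG, AGO1, GAPDH and HOXC8 whatever their values. Up to 4 members per list fall under it, and not all of them are named. HSPA5 was named in addition, after its value was seen. The rule also named genes with an 8-mer site for miR-92a in the 3′ UTR. Transcript sequences were not used here, so that part, the planned comparisons of genes with seed matches, with matches to the 3′ region of miR-92a and with both, the ranking of all 7-mers and the comparison of site types were not run. CLASH target classes were not tested because the interaction table was held only in part.

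The steps were tested on simulated data with the real genes' means and variances, where 50 genes were changed at each of 4 sizes. For the comparison of miR-92a inhibitor with control inhibitor over 14153 genes, limma recovered 32% of the genes changed by 0.2 on the log2 scale, 84% at 0.4, 96% at 0.6 and 100% at 0.8, and 6 of 162 calls were false. A list of 24 genes moved by 0.2 had a camera p of 8.41e-25, and 3 of 100 unmoved lists had a p under 0.05. The simulated arrays had no structure between replicates and no correlation between genes. The real lists had estimated correlations of up to 0.456 (ribosomal protein genes), so the simulated lists do not test camera's preset correlation on them.

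The alternatives were other filters on dim probe sets, quantile normalisation or centring of the arrays, the median of probe sets, only genes with at least 4 probe sets, a block on the replicate number, leaving out each array, an intensity trend with robust estimation, array weights, no moderation, a threshold of 0.01, and for lists camera with an estimated correlation, or fry, which tests whether a list moves one way on balance and does not compare it with other genes. Deviations of single probe sets from the rest of their gene were tested with limma's diffSplice in genes with at least 3 probe sets, a test chosen after the gene-level result had been seen. Probe sets with no gene or several were tested apart with the same limma model. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.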

Results

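The cells were a derivative of the human embryonic kidney line HEK293, made with the Flp-In T-REx system, which places a transgene at a single integration site. They carried AGO1, an Argonaute protein that binds miRNAs, with a purification tag under a tetracycline-inducible promoter. The study's methods name no induction of the tagged protein for these arrays and do not say that it was left out. Cells were transfected with 6.25 nM of an antisense inhibitor of miR-92a or of a control inhibitor, and total RNA was taken after 48 h. Each group had 5 replicates, and each replicate was hybridised to a single exon array, so 10 arrays were compared. The arrays gave log2 levels for 287329 exon probe sets, and the array medians lay between 8.59 and 8.70. The number of arrays limits the precision of every value. The study's methods place the replication at the transfection and do not say whether the replicates were made on separate days, so the p-values measure the spread between replicate transfections.

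The comparison of miR-92a inhibitor with control inhibitor asked which mRNAs respond when miR-92a is blocked. ITGA5, the alpha subunit of the fibronectin receptor, rose by 0.68 ± 0.04 on the log2 scale (SE, n = 5 per group, 1.60-fold). ANXA1, a phospholipid-binding protein of the annexin family, rose by 1.03 ± 0.08 (2.05-fold), and the membrane protein gene LMBR1L rose by 0.68 ± 0.04 (1.61-fold). ACTA2, smooth muscle actin, fell by 0.64 ± 0.06 on the log2 scale (0.644-fold). In limma with Benjamini-Hochberg adjustment the adjusted p values were 8.38e-06 for ITGA5, 6.62e-05 for ANXA1, 6.02e-06 for LMBR1L and 2.16e-04 for ACTA2.

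The other genes with the largest rises were PLEKHA1 (0.65), an adaptor that binds phosphoinositides, the tRNA dihydrouridine synthase gene DUS2 (0.62), GRAMD2B (0.59), PLEKHB2 (0.58), the circadian transcription factor gene BMAL2 (0.57), the kinase gene HIPK3 (0.55) and SRPRA (0.52), the alpha subunit of the signal recognition particle receptor. EDEM1, which acts in the degradation of misfolded glycoproteins, rose by 0.60 ± 0.05, and DNAJB9, a cochaperone of the endoplasmic reticulum, rose by 0.56 ± 0.08. Of the expressed probe sets, 30 of 31 in ITGA5 and 18 of 19 in EDEM1 were higher with the inhibitor by any amount, whereas the value of ANXA1 rested on 2 probe sets. In limma, 11 of the 12 calls were kept without any 1 array. The call of SRPRA was lost without inhibitor replicate 2 or 5 or control replicate 3, 4 or 5, with an adjusted p of up to 0.0544.

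Falls were fewer and smaller. After ACTA2, the largest were those of the dynein gene DNAI4 (-0.58), SHISA2 (-0.45), EVA1C (-0.41), the steroid dehydrogenase gene HSD17B11 (-0.39), the transcription factor gene EBF2 (-0.35), VCF2 (-0.33), the splicing factor gene SF3B5 (-0.32), DPH6 (-0.32), CMAS (-0.30), SEC61B (-0.30), a subunit of the protein channel of the endoplasmic reticulum, and ELAVL2 (-0.30), a neuronal RNA-binding protein gene. ACTA2, EVA1C, HSD17B11 and SEC61B kept their calls without any 1 array. The calls of the other 8 were each lost without at least 3 of the 10 arrays, each of the 10 arrays ended at least 1 of these calls, and limma's adjusted p reached 0.128. When probe sets had to lie above the upper quartile of their array, DNAI4 was at -0.02, ACTA2 at -0.38 and VCF2 at -0.21, and none of the 3 passed (adjusted p = 0.907, 0.066 and 0.189). With no filter on dim probe sets DNAI4 was at -0.25 and passed, and VCF2 was at -0.21 and did not (adjusted p = 0.353). The calls of DPH6 and SEC61B were lost there too (limma adjusted p = 0.0911 and 0.172). With the median of probe sets ELAVL2 was at -0.13 (adjusted p = 0.643), and the calls of VCF2, SHISA2, SF3B5, DPH6, CMAS and SEC61B were lost too (adjusted p up to 0.416).

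**Figure D1:**
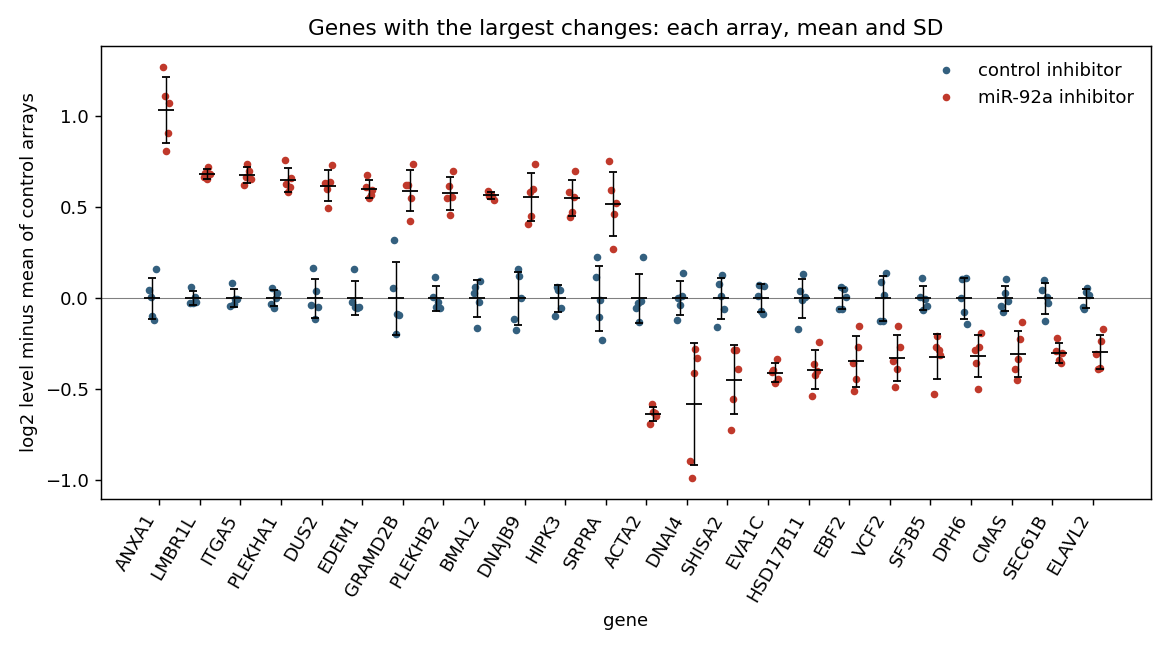
Log2 level of the 12 genes with the largest rises and the 12 with the largest falls, for each array, relative to the mean of the 5 control arrays. Points are arrays, horizontal marks are group means and bars are SDs. For each of the 24 genes the 2 groups do not overlap, and ANXA1 has the largest difference (1.03).

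In total 178 of 14153 genes changed at an adjusted p under 0.05 (limma, Benjamini-Hochberg), of which 150 rose and 28 fell, and 1725 genes had an unadjusted p under 0.05. The changes were small: 7 genes rose and 1 fell by more than 1.5-fold, and the smallest change called was 0.20. The share of rises among the called genes was 84.3%, and it was 70.2% (134 rose, 57 fell) after quantile normalisation was applied again and 68.8% (143 rose, 65 fell) with the array median as a covariate. The count of changed genes fell to 112 without inhibitor replicate 2, 104 without inhibitor replicate 4, 112 without inhibitor replicate 5, 112 without control replicate 1, 95 without control replicate 3, 94 without control replicate 4 and 97 without control replicate 5.

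The arrays also differed between replicates within each group. The first principal component, with 46.9% of the variance, placed replicates 1 and 2 of both groups between -13.4 and -3.31 and replicates 3 to 5 between -0.58 and 14.6. The inhibitor arrays lay lower on it than the control arrays on average, at -13.4 against -7.29 for replicates 1 and 2 and at 3.31 against 10.49 for replicates 3 to 5. The second component, with 14%, separated the inhibitor arrays from the control arrays. With replicates 1 and 2 against 3 to 5 as a term, 705 genes changed, among them all 178. Within replicates 1 and 2 alone 24 genes changed, and within replicates 3 to 5 alone 82 did.

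**Figure D2:**
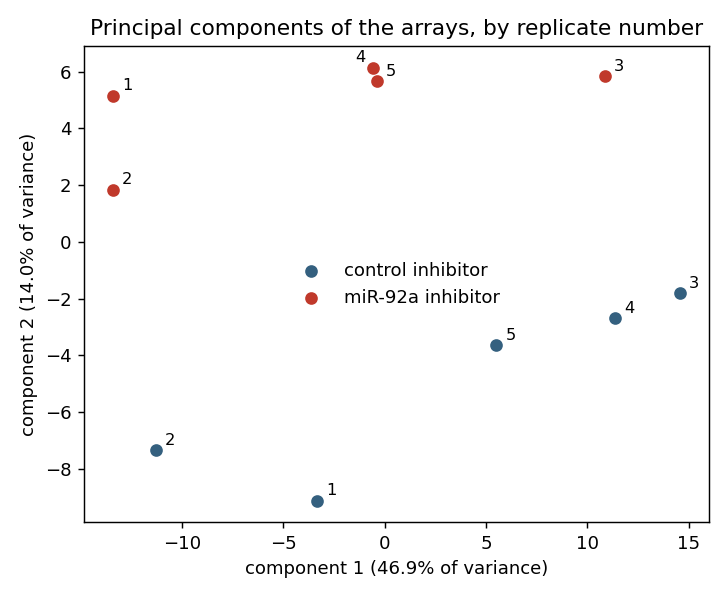
Positions of the 10 arrays on the first 2 principal components of the log2 gene levels, each labelled with its replicate number. The axes give the component scores and their share of the variance. The inhibitor arrays lie above 0 and the control arrays below 0 on the component with 14% of the variance.

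Established targets of the miR-92a and miR-25 family lay 0.15 above the other genes (limma's camera, adjusted p = 2.99e-07 over 27 lists, and adjusted p = 0.0691 with an estimated correlation, unadjusted p = 0.00256). Of the 20 measured, 17 were higher with the inhibitor, 4 rose and 0 fell over all genes, and 8 rose when adjusted over the list alone. The 4 were ITGA5, the acetyltransferase gene KAT2B (0.50 ± 0.07), ITGAV, the alpha subunit of the vitronectin receptor (0.47 ± 0.05), and the antiproliferative gene BTG2 (0.35 ± 0.05). With the median of probe sets BTG2 was at 0.36 and did not pass (limma adjusted p = 0.0882). The proapoptotic gene BCL2L11 had a value of 0.15 (limma adjusted p = 0.227). The mean of the list relative to the other genes was 0.30 ± 0.02 on the inhibitor arrays and 0.15 ± 0.03 on the control arrays (SD, n = 5), with all 5 inhibitor arrays above all controls (two-sided exact permutation test, p = 0.00794, the smallest that 252 splits can give). The difference was 0.16 within replicates 1 and 2 and 0.14 within replicates 3 to 5.

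**Figure D3:**
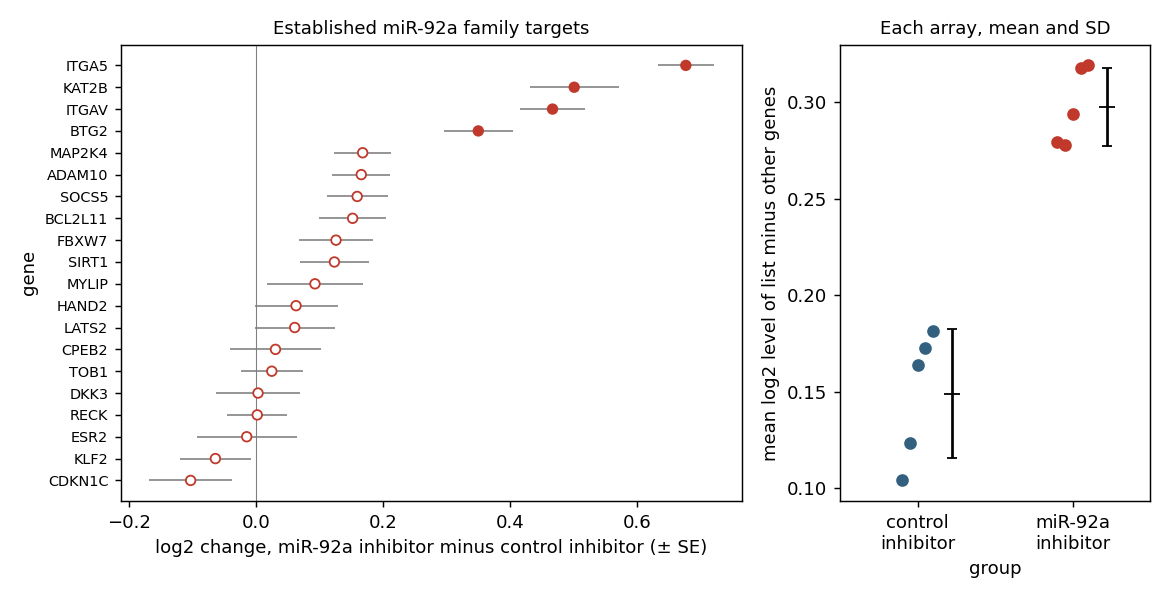
Left, log2 change of each of the 20 measured established targets, with bars for the SE. Filled points passed the test over all genes and open points did not. Right, the mean log2 level of the list minus that of the other genes on each array, with group means and SDs. All 5 inhibitor arrays lie above all 5 control arrays.

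Integrins and extracellular matrix genes lay 0.11 above the other genes (limma's camera, adjusted p = 2.48e-05, and adjusted p = 0.167 with an estimated correlation). Of 24 measured, 4 rose and 0 fell, and 6 rose when adjusted over the list alone. Besides ITGA5 and ITGAV, which the list shares with the established targets, ITGA6 (0.33 ± 0.07) and the metalloproteinase inhibitor gene TIMP2 (0.28 ± 0.06) rose. The call of ITGA6 was kept without inhibitor replicate 1 or 3 or control replicate 2 and lost without any of the other 7 arrays (adjusted p up to 0.0825), and that of TIMP2 was kept without inhibitor replicate 3 or control replicate 2 and lost without any of the other 8 (adjusted p up to 0.126). Without ITGA5 and ITGAV, a comparison chosen after the result was seen, the other 22 lay 0.07 above the other genes (limma's camera, adjusted p = 0.00514, and adjusted p = 0.44 with an estimated correlation). With all 24 the difference was 0.10 within replicates 1 and 2 and 0.11 within replicates 3 to 5.

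Membrane traffic genes lay 0.09 above the other genes (limma's camera, adjusted p = 7.24e-04, and adjusted p = 0.507 with an estimated correlation), by the same 0.09 within replicates 1 and 2 and within replicates 3 to 5. Of 24 measured, 4 rose over all genes and 4 when adjusted over the list alone. They were MAN2A1 (0.50 ± 0.07), a mannosidase of the Golgi, RAB23 (0.29 ± 0.06), SEC24A (0.28 ± 0.05), a cargo receptor of COPII vesicles, and RAB14 (0.26 ± 0.05). The call of RAB23 was lost without any of 8 arrays (all but inhibitor replicate 3 and control replicate 2, adjusted p up to 0.12), and that of SEC24A without inhibitor replicate 2 or 5 or control replicate 1, 3 or 5 (adjusted p up to 0.0588). With the median of probe sets the calls of RAB14 (0.23, limma adjusted p = 0.13) and RAB23 (limma adjusted p = 0.115) were lost.

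In the list of PI3K, mTOR and autophagy genes, 2 of 27 rose, and 4 rose when adjusted over the list alone. SESN3 (0.32 ± 0.06), a sestrin that restrains mTOR complex signalling, and FNIP1 (0.28 ± 0.06), a partner of folliculin, rose, and TSC1 had a value of 0.20 (limma adjusted p = 0.0554, and 0.0349 without control replicate 2). The call of SESN3 was lost without any of 8 arrays (all but inhibitor replicate 2 and control replicate 3, adjusted p up to 0.0864), and that of FNIP1 without any of 8 (all but inhibitor replicate 3 and control replicate 2, adjusted p up to 0.128). This list lay 0.07 above the other genes (limma's camera, adjusted p = 0.00638, and adjusted p = 0.44 with an estimated correlation), by the same 0.07 within replicates 1 and 2 and within replicates 3 to 5, and the adjusted p was 0.145 with probe sets above the upper quartile, 0.0566 with genes above the median level and 0.056 with at least 4 probe sets per gene.

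Of 29 genes of the integrated stress and unfolded protein responses, 2 rose, EDEM1 and DNAJB9, and the same number when adjusted over the list alone. The list lay 0.07 above the other genes (limma's camera, adjusted p = 0.0275, and adjusted p = 0.455 with an estimated correlation). The chaperone gene HSPA5 had a value of 0.14 and SEL1L of 0.17, and neither passed. The list's call was lost without inhibitor replicate 3 (adjusted p = 0.165), control replicate 1 (adjusted p = 0.136) or control replicate 2 (adjusted p = 0.139), and with genes above the median level only (0.04, adjusted p = 0.354), at least 4 probe sets per gene (adjusted p = 0.0818) or the median of probe sets (adjusted p = 0.0534). With the replicate number as a block it was lost too (camera adjusted p = 0.0538). The difference was 0.10 within replicates 1 and 2 and 0.05 within replicates 3 to 5, where the list did not pass (adjusted p = 0.222).

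Ribosomal protein genes lay at -0.11 relative to the other genes (limma's camera, adjusted p = 1.16e-11, and adjusted p = 0.44 with an estimated correlation). Of 32 measured, 1 was higher with the inhibitor, 1 fell over all genes (RPS9, -0.20 ± 0.04) and 10 fell when adjusted over the list alone, while RPL11 had a value of -0.18 and RPL7 of -0.24. The difference was -0.15 within replicates 1 and 2 and -0.09 within replicates 3 to 5. Genes of oxidative phosphorylation lay at -0.07 (adjusted p = 7.24e-04, and adjusted p = 0.507 with an estimated correlation), with 1 of 28 falling over all genes and 1 when adjusted over the list alone, the succinate dehydrogenase subunit gene SDHD (-0.21 ± 0.04). That difference was -0.12 within replicates 1 and 2 and -0.03 within replicates 3 to 5, where the list did not pass (adjusted p = 0.216). Replication-dependent histone genes lay at -0.11 (adjusted p = 0.0266, and adjusted p = 0.472 with an estimated correlation). Of 8 measured, 0 passed over all genes or over the list alone, 3 had an unadjusted p under 0.05, and H1-2 had a value of -0.25. The histone call was lost without inhibitor replicate 1 (-0.07, adjusted p = 0.0807) or 3 (adjusted p = 0.0889) or control replicate 2 (adjusted p = 0.0988), with quantile normalisation (adjusted p = 0.099) and with no filter on dim probe sets (adjusted p = 0.0558). The histone difference was -0.17 within replicates 1 and 2 and -0.07 within replicates 3 to 5, where the list did not pass (adjusted p = 0.184). The call of SDHD was lost without any 1 of the 10 arrays (adjusted p up to 0.115), and that of RPS9 without any but inhibitor replicate 3 (adjusted p up to 0.112).

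The other 19 lists did not pass in camera. Among stress and signalling genes, 0 of 23 interferon-stimulated genes passed over all genes or over the list alone (camera adjusted p = 0.472; 3 at an unadjusted p under 0.05), with values of 0.28 for STAT2 and -0.28 for XAF1. JUN rose by 0.25 ± 0.05 among 23 NF-kB and immediate early genes, over all genes and over the list alone (camera adjusted p = 0.922), and its call was lost without any array but inhibitor replicate 1 (adjusted p up to 0.103). Of 13 cytosolic heat shock genes 0 passed on either count (camera adjusted p = 0.922; 1 at an unadjusted p under 0.05, HSP90AA1 at 0.14). Of 24 p53 targets, BTG2 rose over all genes and 3 rose when adjusted over the list alone (camera adjusted p = 0.277), and GDF15 had a value of 0.43 (0.56 without control replicate 5, where its adjusted p was 0.0109) and MDM2 of 0.21. Of 25 apoptosis regulators 0 passed on either count (camera adjusted p = 0.707; 5 at an unadjusted p under 0.05), with BAK1 at 0.22. Of 21 TGF-beta and SMAD genes 0 passed on either count (camera adjusted p = 0.922; 4 at an unadjusted p under 0.05), with SKI at 0.19 and ID2 at -0.15. With no filter on dim probe sets ID2 was at -0.31 and passed (adjusted p = 0.0242).

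Among metabolic genes, 0 of 20 cholesterol biosynthesis genes passed over all genes and 1, INSIG1 (0.19), when adjusted over the list alone (camera adjusted p = 0.272; 3 at an unadjusted p under 0.05), and INSIG1 passed over all genes without inhibitor replicate 1 (0.23, adjusted p = 0.0367), while DHCR7 had a value of 0.23. Of 16 genes of the fatty acid synthesis list 0 passed over all genes and 2, ABCG1 (0.19) and ME1 (0.25), when adjusted over the list alone. The camera adjusted p of the list was 0.167, and 4 genes had an unadjusted p under 0.05. ABCG1 encodes a sterol transporter, so the list was not limited to fatty acid synthesis. FASN had a value of 0.25. ABCG1 was at 0.31 with the median of probe sets, where it passed (adjusted p = 0.0308), and at 0.05 with probe sets above the upper quartile (adjusted p = 0.826), and it passed with at least 4 probe sets per gene (adjusted p = 0.0264). The glucose transporter gene SLC2A3 rose by 0.35 ± 0.06 among 25 glycolysis and hypoxia genes, and 4 rose when adjusted over the list alone (camera adjusted p = 0.277). With probe sets above the upper quartile SLC2A3 was at 0.19 and did not pass (adjusted p = 0.176). In the cell cycle, 0 of 27 genes of G1/S and DNA replication passed on either count (camera adjusted p = 0.472; 2 at an unadjusted p under 0.05, among them ORC1 at -0.13), and so did 0 of 28 genes of G2/M and mitosis (camera adjusted p = 0.585; 3 at an unadjusted p under 0.05, among them AURKA at 0.17).

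Of 29 genes of the RISC and miRNA pathway 0 passed on either count (camera adjusted p = 0.184; 2 at an unadjusted p under 0.05). Without inhibitor replicate 3 the list passed, at 0.06 against 0.04 relative to the other genes (camera adjusted p = 0.0386). AGO1 had a value of 0.09 ± 0.07, CNOT6 of 0.13, DICER1 of 0.16 and DDX6 of -0.12. Of 24 HOX genes 0 passed on either count (camera adjusted p = 0.58; 4 at an unadjusted p under 0.05), with HOXC8 at 0.14 ± 0.07 and HOXD10 at -0.17. Among 13 housekeeping genes GUSB fell by 0.28 ± 0.06 over all genes and over the list alone (camera adjusted p = 0.58), and its call was lost without any array but inhibitor replicate 2 (adjusted p up to 0.115), whereas GAPDH was at -0.02 ± 0.04 and PPIA at -0.13. Of 15 genes that mark HEK293 cells 0 passed over all genes and 2 when adjusted over the list alone, ENO2 (0.17) and EYA1 (0.20) (camera adjusted p = 0.583; 4 at an unadjusted p under 0.05). Markers of other cell types did not pass as lists. CDH1 rose by 0.36 ± 0.06 among 8 epithelial and endothelial markers, over all genes and over the list alone (camera adjusted p = 0.702), while KDR was at -0.13. With no filter on dim probe sets CDH1 was at 0.29 and did not pass (limma adjusted p = 0.0608). Of 5 fibroblast markers 0 passed on either count (camera adjusted p = 0.785; 1 at an unadjusted p under 0.05, FAP at 0.50 ± 0.22 on a single probe set), while COL1A1 was at -0.07. FAP was at 0.76 within replicates 1 and 2 alone, where it passed (adjusted p = 0.0408), at 0.32 within replicates 3 to 5 and at 0.08 with no filter on dim probe sets. FAP fell below the filter without inhibitor replicate 1 or 2 or control replicate 1 or 4, and the list then lay at -0.03, -0.03, -0.05 and -0.04 relative to the other genes. Of 8 leukocyte markers 0 passed on either count (camera adjusted p = 0.585; 0 at an unadjusted p under 0.05), with FCER1G at 0.15 and PTPRC at -0.14.

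In a few of these lists the measures of shift had different signs. For p53 targets, apoptosis regulators, G2/M genes and HEK293 markers the median was below 0 while the mean and camera pointed up, and for fibroblast markers the median and camera pointed down while the mean was 0.06. For NF-kB and immediate early genes the median and camera pointed down with a mean of 4e-04, and for TGF-beta and SMAD genes camera pointed up while the median and mean were below 0. Heat shock genes lay at -0.0015 relative to the other genes, and at 0.0101 for the cytosolic heat shock response after quantile normalisation was applied again. The lists of NF-kB, TGF-beta, heat shock, G1/S, G2/M, HEK293, fibroblast, and epithelial and endothelial genes each changed sign without at least 1 of the arrays. With the array median as a covariate the NF-kB, TGF-beta, leukocyte, and epithelial and endothelial lists changed sign.

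Mature miR-92a was not measured on these arrays. MIR17HG, the host transcript of the cluster that holds miR-92a, had a value of -0.18 ± 0.05 over 16 expressed probe sets (limma adjusted p = 0.15), with all 5 inhibitor arrays below all controls, and was at -0.04 with probe sets above the upper quartile and at -0.08 with the median of probe sets. Of 12 miRNA host genes 0 passed over all genes or over the list alone (camera adjusted p = 0.272; 3 at an unadjusted p under 0.05), and MIR22HG was at -0.19. Single probe sets of MIR17HG were looked at after this value had been seen. Among its 24 probe sets, a stretch of 8 with consecutive identifiers, picked out by the size of the difference (-1.09 to -0.36 for each), averaged 7.38 ± 0.26 on the control arrays and 6.75 ± 0.19 on the inhibitor arrays (SD, n = 5), a difference of -0.63. The 2 probe sets before the stretch and the 5 after it were lower with the inhibitor too, by less (-0.19 to -0.02). Of the 8, 5 lie below the filter on dim probe sets. The 13 expressed probe sets outside the stretch averaged 10.18 ± 0.14 and 10.12 ± 0.03, a difference of -0.06.

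**Figure D4:**
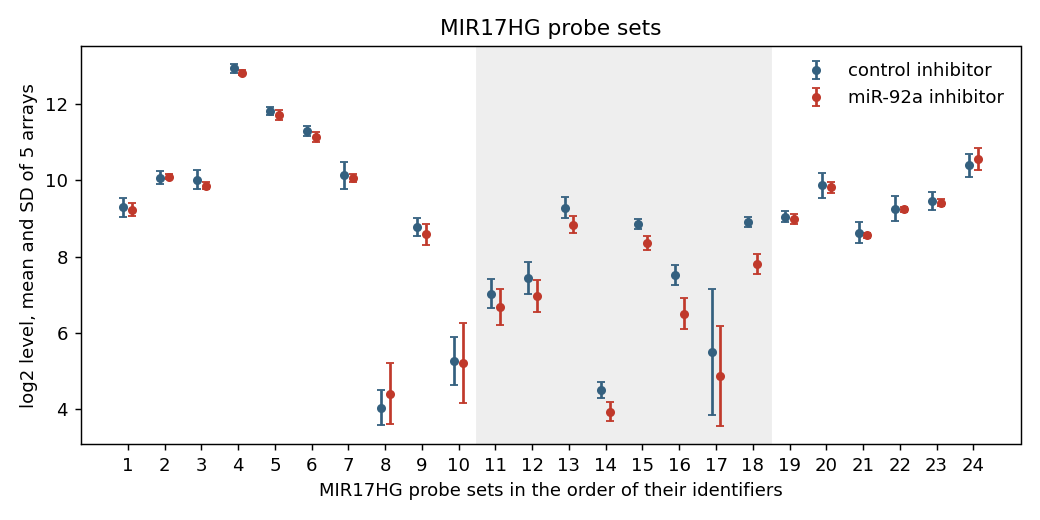
Log2 level of the 24 probe sets of MIR17HG, in the order of their identifiers, as means with SDs of the 5 arrays of each group. The shaded probe sets are the 8 consecutive ones that differed by -0.63 on average.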

Values the study reported

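The study depleted miR-92a from HEK293 cells and measured by qRT-PCR a set of targets drawn at random from its own interaction data. It reported a rise in abundance for 7 of 9 targets (78%) that matched the seed and for 7 of 11 targets (63%) that matched the 3′ motif outside the seed. The qRT-PCR used another inhibitor, at a higher dose than the arrays. From the microarrays, it reported that genes holding both a seed match and an interaction with the 3′ end of miR-92a rose more than genes with a seed match only (Wilcoxon test, p = 0.003). It also reported from them significant rises of targets with the 3′ motif and of targets paired through the 3′ end only. The latter rose also where no seed match was present. Besides RNA levels, the study used luciferase reporters. A site that matched only the 3′ motif lowered reporter expression in a way that depended on miR-92a. Reporters with 3′ UTR fragments of putative nonseed targets, most but not all without a seed match, each rose when miR-92a was depleted. Mutating the site in a reporter reverted the effect. The study called the effects of nonseed interactions modest.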

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

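Tests chosen after the result was seen were the centring of the arrays and the array median as a covariate as tests of the excess of rises, the count of genes with replicates 1 and 2 against 3 to 5 as a term, and both tests on MIR17HG.

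Many more genes rose (150) than fell (28), established miR-92a targets among them. The count of genes alone did not exclude chance: of 100 splits of the 10 arrays drawn from 126, 5 called at least 178 genes, the real split included, and the highest other called 2561. The 4 larger splits each kept together at least 3 of the 4 arrays of replicates 1 and 2, which points to a structure of the samples. With that structure as a term 705 genes changed. Of the 200 genes with the smallest p in replicates 3 to 5, 98% kept their direction in replicates 1 and 2. The 95% interval (94.96 to 99.45) treats genes as independent, which they are not, and does not measure the spread between arrays. Centring the arrays moved the median log2 change only from -0.0043 to -0.0142, so the 77.1% of called genes that rose after it say little about scaling. The share was 70.2% after quantile normalisation and 68.8% with the array median as a covariate (84.3% before). These shares argue against scaling of the arrays as the whole cause, although scaling may account for part of the excess. With camera's preset correlation, chance was excluded for the shift of the established targets (1 of 100 splits in this permutation of arrays, camera p = 2.21e-08 against 1.23e-07 for the next). With an estimated correlation their adjusted p in camera was 0.0691. For the number of lists called at the preset correlation chance was not excluded. At least 8 were called in 3 of 100 splits, the real split included, and the highest other called 9. With an estimated correlation 0 of 27 lists passed (2 at an unadjusted p under 0.05). A release of miR-92a family targets is a candidate explanation: 6 predicted targets recalled from general knowledge, of which 5 were measured and all 5 were higher, lay above the other genes (camera p = 0.0229 with an estimated correlation), but 3 of the 9 first recalled were left out because their values had been seen, and site matches were not analysed here. Among the 6, SESN3 is also in the PI3K, mTOR and autophagy list and PIKFYVE in the membrane traffic list, so the result is not independent of theirs.

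EDEM1 (0.60) and DNAJB9 (0.56), both of the endoplasmic reticulum, rose together. A broad unfolded protein response would raise the other genes it induces. Over 11 of them the median change was 0.0321 (95% bootstrap interval over genes, not arrays, -0.0159 to 0.139). SEL1L (0.17) and CALR (0.16) were the highest, PDIA4 (-0.07) and XBP1 (-0.05) the lowest, and none of the 11 passed. Since EDEM1 and DNAJB9 were picked by the size of their rise, the contrast with the other genes was in part fixed by that choice. The values argue only against a response that raised the 11 genes by as much as the pair. A weaker response, or one limited to some of these genes, was not excluded. Cross-hybridisation of a few probe sets was argued against too, since 95.8% of the 24 expressed probe sets of the pair were higher with the inhibitor. Direct control of the pair by miR-92a may remain, and was not tested.

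In MIR17HG, 8 consecutive probe sets differed by -0.63 on average while the gene as a whole did not pass. The 12 of its 24 probe sets above the gene's median level were taken by level, with 1 of the 8 among them. Their median change was -0.0613 (95% bootstrap interval over probe sets, not arrays, -0.134 to -0.0322) against -0.529 for the 8. Since the 8 were picked by their change, the size of this contrast was in part fixed by that choice. The value of the 12 argues only against a fall of the whole transcript by as much. Noise of dim probe sets was argued against as well: of 17161 overlapping stretches of like length and level in other genes, 0% fell as far, the lowest being at -0.51. A candidate explanation is that the inhibitor pairs with its own primary transcript or with the cDNA made from it; this was not tested, and the position of the miRNA in relation to these probe sets was not analysed here.

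In 168 groups of 5 arrays, 4 single arrays stood apart from the rest of their group. Chance flags about 1 in 20 groups. EDEM1 was high in control replicate 2, with a gap of 0.839 of the group's range, and CDH1 was high in the same array, with 0.868. RPL7 was low in control replicate 3, with 0.761. COL1A1 was high in inhibitor replicate 3, with 0.745.

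Probe sets outside the comparison of genes also changed. Of 6628 tested probe sets with no gene, 26 changed in limma (23 rose, 3 fell). Of 4459 tested probe sets with several genes, 96 changed (66 rose, 30 fell).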

How the results depend on the processing

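The comparisons with replicates 1 and 2 set against or apart from 3 to 5, the array median as a covariate, and the integrin list without the members it shares with the established targets (0.07 in place of 0.11) were chosen after the data had been seen. The shift of the established targets kept its direction under every setting run (0.13 to 0.16) and its unadjusted p stayed under 0.05. Adjusted over 27 lists, it did not pass in camera with an estimated correlation (adjusted p = 0.0691). No result that had passed changed direction. Changed genes (rose, fell) numbered 623 (456, 167) with the replicate number as a block, 76 (64, 12) with the median of probe sets, 306 (256, 50) with at least 4 probe sets per gene, where fewer genes were tested, 645 (496, 149) with array weights, and 57 (55, 2) at the threshold of 0.01. They numbered 705 (519, 186) with replicates 1 and 2 against 3 to 5 as a term, 24 (17, 7) in replicates 1 and 2 alone and 82 (77, 5) in replicates 3 to 5 alone, where fewer arrays were compared. Falls alone moved to 57 with quantile normalisation, 49 with centring, 45 with an intensity trend and 65 with the array median as a covariate; the cause of these shifts was not tested. Of the 27 lists, 8 passed with camera's preset correlation, 0 with an estimated correlation (2 at an unadjusted p under 0.05), and 5 in replicates 3 to 5 alone. By fry, which tests for a move in 1 direction and not against other genes, 3 passed.

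Without any 1 array, between 94 and 205 genes changed, 83 to 187 rose and 9 to 29 fell. Rises were 91 and 96 without inhibitor replicates 4 and 5, and 98, 83, 85 and 88 without control replicates 1, 3, 4 and 5. Falls were 11, 12, 13 and 16 without inhibitor replicates 1, 2, 4 and 5, and 14, 18, 12, 9 and 9 without control replicates 1 to 5. Of 41 named genes that passed, 22 kept their calls without any 1 array and 19 lost them without 3 or more of the 10 arrays: SRPRA, DNAI4, SHISA2, EBF2, VCF2, SF3B5, DPH6, CMAS, ELAVL2, JUN, SDHD, RPS9, SESN3, FNIP1, ITGA6, TIMP2, SEC24A, RAB23 and GUSB, with an adjusted p of up to 0.128 in limma. Of the 41, 12 lost their calls with no filter on dim probe sets, 4 with probe sets above the upper quartile, 7 with the array median as a covariate, 18 with the median of probe sets and 2 with quantile normalisation, and 0 with centring or the block.

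Same-numbered arrays of the 2 groups deviated together only in part (correlations of 0.37, 0.66, 0.62, 0.14 and -0.16 for replicates 1 to 5), and replicates 2 and 3 alone correlated best with their own number. With replicate 5 below 0 the numbers were not taken to pair the samples. With the replicate number as a block 14 named genes gained a call (TSC1, STAT2, DHCR7, RPL11, RPL7, H1-2, MDM2, GDF15, FASN, ABCG1, BAK1, SKI, MIR22HG and FAP), against 14 with replicates 1 and 2 against 3 to 5 as a term, 4 with at least 4 probe sets per gene (TSC1, INSIG1, ENO2 and ABCG1) and 2 or fewer with any other setting, and the stress and unfolded protein list did not pass (adjusted p = 0.0538). Seed-match, 3′-region and 7-mer comparisons and their alternatives were not run, since transcript sequences were not used here. With no filter on dim probe sets COL1A1 (0.00), PTPRC (0.02), KDR (0.04) and FCER1G (-0.11) changed sign, as did GAPDH (0.03) with the median of probe sets. None of these passed. Dim probe sets lie near background, where changes can be compressed, which was not tested here.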

Other observations

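The tests on single probe sets below were chosen after the gene-level result had been seen, and the genes named in the next paragraph were picked from them after their values were seen. These tests pool the residuals of all probe sets of a gene and treat probe sets of the same array as independent, which they are not. Their p-values are therefore too small as measures of the spread between arrays.

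In a few genes, single probe sets differed from the rest of the gene, and whether the transcripts differ was not tested. Among 132571 probe sets of 11135 genes, 108 deviated by the t-test per probe set of limma's diffSplice (Benjamini-Hochberg). By its separate Simes test per gene 83 genes held a deviating probe set, and 33 of these genes had changed as a whole. In ITGA5, which rose by 0.68, probe sets at -0.03 and 0.07 did not share the rise (diffSplice adjusted p = 4.21e-10 and 3.61e-07 for their deviation). Both lay near the filter on dim probe sets, at 8.78 and 8.74 on the control arrays. Whether changes are compressed at that level was not tested, and a TUB probe set at 8.85 on the control arrays was higher by 0.94. Whether a part of the ITGA5 transcript failed to rise therefore stays open. In BMAL2, which rose by 0.57, 3 probe sets lay between 0.02 and 0.03, and the brightest of them was at 13.2 ± 0.07 on the inhibitor arrays (SD). RPN2, a subunit of the oligosaccharyltransferase, did not pass as a gene, while a single probe set went from 11.64 ± 0.04 on the control arrays to 11.27 ± 0.08 on the inhibitor arrays (SD; adjusted p = 6.12e-06 in limma's diffSplice). Single probe sets were higher by 0.81 in the collagen lysyl hydroxylase gene PLOD2, 0.94 in TUB and 0.98 in RAPGEF3, and lower in OSBPL8 (-0.44). TUB also rose as a gene (0.31, limma adjusted p = 0.00406), and its probe set was at 8.85 ± 0.46 on the control arrays (SD). That of RAPGEF3 was at 7.97 ± 0.38 on the control arrays and 8.95 ± 0.12 on the inhibitor arrays (SD). The array medians lay between 8.59 and 8.70, so it may have passed the filter only through the inhibitor arrays.

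All 9 predicted targets first recalled from general knowledge, some of whose values had been seen, gave 8 measured genes, of which 8 were higher and 5 rose (camera p = 0.00181 with an estimated correlation).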
